# Profiling of skeletal muscle tissue for long non-coding RNAs related to muscle metabolism in the QingYu pig at the growth inflection point

**DOI:** 10.5713/ajas.20.0429

**Published:** 2020-10-13

**Authors:** Jia Luo, Linyuan Shen, Mailin Gan, Anan Jiang, Lei Chen, Jideng Ma, Long Jin, Yihui Liu, Guoqing Tang, Yanzhi Jiang, Mingzhou Li, Xuewei Li, Shunhua Zhang, Li Zhu

**Keywords:** lncRNA, Growth Curve, Inflection Point, Muscle, Metabolism, QingYu Pig

## Abstract

**Objective:**

Investigation of muscle growth at different developmental stages is an appropriate strategy for studying the mechanisms underlying muscle development and differences in phenotypes. In particular, the muscle development mechanisms and the difference between the fastest and slowest growth rates.

**Methods:**

In this study, we used a growth curve model to fit the growth inflection point (IP) of QingYu pigs and compared differences in the long non-coding RNA (lncRNA) transcriptome of muscle both at the growth IP and plateau phase (PP).

**Results:**

The growth curve of the QingYu pig had a good fit (R^2^ = 0.974) relative to a typical S-curve and reached the IP at day 177.96. At the PP, marbling, intramuscular fat, and monounsaturated fatty acids had increased significantly and the percentage of lean muscle and polyunsaturated fatty acids had decreased. A total of 1,199 mRNAs and 62 lncRNAs were differentially expressed at the IP compared with the PP. Additional to gene ontology and Kyoto encyclopedia of genes and genomes pathway analyses, these differentially expressed protein coding genes were principally related to muscle growth and lipid metabolism.

**Conclusion:**

Our results suggest that the identified differentially expressed lncRNAs, could play roles in muscle growth, fat deposition and regulation of fatty acid composition at the IP and PP.

## INTRODUCTION

Myogenesis is a complex process of the formation of muscle fibers. The formation of new multinucleated muscle fibers from mononucleated precursor cells termed myoblasts, is exclusively a prenatal process that determines the characteristics of muscles, such as numbers of fiber, possibly related to muscle strength and function [1]. In pigs, muscle growth is predominantly determined during prenatal skeletal muscle development [2]. Pigs have been genetically selected for efficient muscle growth over many previous decades, which means they are an interesting model for the study of myogenesis [3]. The classical growth development model of the pig is a sigmoidal curve. After birth, the growth rate increasing slowly until the maximum growth rate is reached at the inflection point (IP), then decreases asymptotically, reducing to a minimum at the plateau [4]. Improving growth rate and muscularity has been the primary focus of pig breeders during past decades. Therefore, muscle phenotypic difference between the maximum growth rate point (at the IP) and the minimum growth rate point (at the plateau phase, PP) represent a potentially good model for studying the molecular mechanism of muscle development. Study of the underlying complex molecular mechanisms of muscle development is beneficial for the genetic improvement of meat quality and lean meat percentage. Moreover, since pigs have similar physiological, pathological and genomic characteristics to humans, understanding the molecular mechanisms of myogenesis has important implications for understanding muscle development and muscle regeneration.

The majority of long non-coding RNAs (lncRNAs) are expressed at particular stages of biological development in a specific manner for different cells or tissues. Emerging research has shown that lncRNAs participate in the development of skeletal muscle [5], lipid deposition and adipogenesis [6]. To identify genes that affect muscle growth rates, various studies have focused on muscle transcriptome diversity at different developmental stages in the pig [7]. So far, thousands of lncRNAs have detected related to muscle growth and development. For example, Zhao et al [8] identified more than 570 lncRNAs by systematically analyzing lncRNA expression in skeletal muscle at different times. However, no studies were focused on lncRNAs at the extremes of growth rate defined by a growth curve, such as the growth IP or the PP.

The QingYu pig is an indigenous breed from Southwestern China that is medium-sized and famous for its excellent meat quality attributes. Furthermore, this breed is classified as a meat and fat dual-purpose breed. To ascertain the growth characteristics of the QingYu pig, its growth curve was modeled. And then the maximum grow rate occurring at IP was estimated. A comprehensive survey of global gene expression changes in the longissimus dorsi muscle was subsequently conducted at IP and PP. The present study was to identify differentially expressed lncRNAs linked to phenotypic differentiation (e.g. growth rate, meat quality) between the maximum growth rate point (at IP) and the minimum growth rate point (at PP). This study will serve as a valuable resource to study muscle development and it is beneficial to the breeding of animal growth and development.

## MATERIALS AND METHODS

All animal procedures were conducted in accordance with institutional guidelines for the care and use of laboratory animals and were approved by the Animal Care and Ethics Committee of Sichuan Agricultural University, Sichuan, China, under Permit number DKY-B20161705.

### Animal and sample preparation

Animal experiments were organized by Sichuan Agricultural University and conducted at BaShan Animal Husbandry Limited Technology Co., Ltd. Growth development data of 126 captive QingYu pigs (56 males and 60 females) at 18 time points were collected from birth to 400 d in an unselected, random mating population. Body weight and other measurements were collected from two batches of the pigs. The two batches have uniform environmental conditions except for a difference in age of birth of 20 days. Growth weight was measured then a growth curve fitted using three non-linear models. All pigs were housed in individual pens (2 m^2^) located in the same room and fed twice daily using the same diet, with *ad libitum* access to water, using nipple drinkers. Experimental diets, based on corn and soybean meal, were formulated with crude protein, trace mineral and vitamin concentrations that met or exceeded the National Research Council (NRC, 1998) recommendations for different growth phases. At slaughter age (IP, 178 days old and PP, 395 days old), mean body weights of the pigs were 66.98±6.6 kg and 145.9±9.5 kg, respectively. After slaughter, the longissimus dorsi muscle was sampled into 2 mL tubes within 30 min, immediately frozen in liquid nitrogen then transferred to a freezer at −80°C for long-term preservation and additional total RNA extraction, if required.

### Growth curve models

There are three nonlinear models involved in our study. The first is the logistic growth curve model, the equation is W_t_ = A/(1+B*e*^−^*^kt^*). The second is the Gompertz growth curve model, defined by the equation. The third is the Von Bertalanffy growth curve model, which is defined by the equation W_t_ = A×(1−B*e*^−^*^kt^*)^3^. When fitting a curve by these models, lnB/k, lnB/k, and lnB/k represent the inflection age; A/2, A/e, and 8A/27 represent the inflection weight; kw/2, kw, and 3 kw/2 represent the maximum daily gain. In the above equations, W_t_ represents the time point where the weight was recorded, A represents the maximum size, k may be interpreted as the inherent relative growth rate at the start, and B is the growth curve line constant.

Goodness-of-fit (R^2^) was used to judge the merits of the fitting model, the equation is ${\text{R}}^{2}=1-\frac{\text{RSE}}{\text{RST}}$, where R^2^ represents the goodness-of-fit, RSE represents the residual sum of squares, and RST represents the sum of squares of deviations.

### Carcass and meat quality measurements

After evisceration, the left half carcass was weighed, and the dressing percentage calculated. The right half of the carcass was used to assess morphometric parameters. Specifically, carcass length was measured using a flexible tape. The loin eye area was also measured at the level of the 6th to 7th rib. The dorsal fat thickness was measured with a flexible tape at the level of the first rib, the last rib, and in the region where the dorsal fat was the thickest. The mean of these three measurements was used for the comparison of dorsal fat values.

Meat quality traits including muscle pH, meat color, drip loss, cooking loss and Warner-Bratzler shear force (WBS) were measured at both 45 min post-mortem. Marbling scores were evaluated 24 h post-mortem using a published visual standard (NPPC, 1991). Muscle pH was measured at approximately 1 cm below the cutting surface of longissimus dorsi (3rd to 4th rib) using a pH-star meter (SFK Inc., Berlin, Germany). Meat lightness (CIE L*) was also objectively measured in the cutting surface of longissimus dorsi between 5th and 6th rib, using the Model CR-300 Minolta Chroma Meter (Minolta, Ramsey, NJ, USA) fitted with a 50-mm-diameter aperture, using a D65 illuminant. Drip loss was determined by weighing sliced meat stored at 4°C after 24 h post-mortem, and calculated as a percentage original weight of the sliced meat. To determine cooking loss, a 2.5 cm thick (approximately 100 g) section of loin sample was cooked to an internal temperature of 70°C in a steamer. Cooking loss was determined by calculating the weight difference between cooked and uncooked samples. The WBS was determined using a Texture Analyzer (TA.XT. Plus, Stable Micro Systems, Godalming, UK) equipped with a Warner-Bratzler shearing device. For determination of intramuscular fat content, 50 g samples of loin meat were collected, and the IMF was analyzed using the Soxhlet method.

### Fatty acid composition

For fatty acid composition, lipids were extracted with chloroform and methanol. For lipid hydrolysis, an aliquot of lipid extract (30 mg) and 3 mL of 4% H_2_SO_4_ in methanol were combined in a screw-capped test tube. The test tube was placed in boiling water (100°C) for 20 min and subsequently cooled at room temperature. The resulting free fatty acids were methylated with 1 mL of 14% boron trifluoride in methanol at room temperature for 30 min. Water (1 mL) and hexane (5 mL) were added. Samples were vortexed and centrifuged at 500×g for 10 min. The upper organic solvent layer was used to determine fatty acids composition. Fatty acid methyl esters were analyzed on a gas chromatograph (Agilent Technologies 6890N, Santa Clara, CA, USA) equipped with an on-column injection port and flame-ionization detector. A Silica capillary column (Omegawax 320, 30 m×0.32 mm×0.25 μm film; Supelco, Bellefonte, PA, USA) was used for the separation of the fatty acid methyl esters. The gas chromatography oven temperature was 140°C, and increased at a rate of 2°C/min to a final temperature of 230°C. The temperatures of injector port and detector temperatures were set at 240°C and 250°C, respectively. Fatty acid methyl ester (1 μL) was injected onto the split injection port (100:1 split ratio). The flow rate for He carrier gas was 50 mL/min. Each fatty acid was identified by its retention time.

### Isolation of total RNA and quality control

Longissimus dorsi muscles at IP and PP from three female pigs were harvested for total RNA isolation. A mirVana RNA isolation kit (#AM1561, Ambion, Austin, TX, USA) was used to isolate total RNA, in accordance with the manufacturer’s instructions. Isolated total RNA from each sample was preserved at −80°C. A NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, USA) was used to determine RNA concentration from the optical density (OD)-260 nm/OD-280 nm absorption ratio, which was controlled in the range of 1.9 to 2.1. A Bioanalyzer 2100 (Agilent, USA) was used to evaluate the quality of total RNA (RNA integrity number ≥7 and 28S/18S ≥0.7). RNA integrity number was larger than 8.0 in all samples. RNase-free DNase I (Ambion Inc., USA) was used to eliminate potential genomic DNA contamination.

### RNA-seq, data processing and gene annotation

Total RNA was extracted from longissimus dorsi of IP and PP using TRIZOL (Invitrogen, Carlsbad, CA, USA), and further purified with RNeasy column (Qiagen, Valencia, CA, USA) according to the manufacturer’s protocol. Three biological replicates in each group were used to construct transcriptome Library. Approximately 3 μg of total RNA from each sample were used for the construction of cDNA libraries (including IP1, IP2 and IP3; PP1, PP2, and PP3), in accordance with the Illumina TruSeq RNA sample preparation guide. The process included: i) separation, enrichment and purification of mRNA using oligo (dT) magnetic beads; ii) enzymatic fragmentation of RNA; iii) synthesis of cDNA; iv) sequencing adapter ligation; and v) polymerase chain reaction (PCR) amplification. An Agilent DNA 1000 kit was used to determine the size and purity of cDNA libraries on an Agilent 2100 Bioanalyzer (Agilent technologies, USA). An ABI StepOnePlus qRT-PCR system was used to accurately determine the effective concentration of cDNA libraries (>2 nmol/L), thus ensuring their quality. An Illumina HiSeq 2500 platform was used for paired-end sequencing of cDNA libraries from which raw reads were obtained. The raw reads were transferred from original image data by base calling. Quality control and reads statistics were determined by FASTQC v0.11.2. After discarding the reads containing adapter, reads containing over 10% poly-Ns, and reads of low quality (>50% of bases with Phred scores <5), the remaining clean reads were aligned to the reference *S. scrofa* genome (10.2) using TopHat v2.0.9, package, and parameters were set as default.

The RNA sequencing data were uploaded to NCBI’s Gene Expression Omnibus, and can be found under Accession Number GSE139322 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139322.

### Identification of lncRNAs and mRNAs

All the downstream analyses were based on high quality clean data. The mapped reads from each library were assembled with Cufflinks (version 2.1.1) to construct and identify mRNA transcripts. Next, the data analysis was performed by filtering the assembled novel transcripts from the different libraries to obtain putative lncRNAs following the steps in the pipeline as follows. First, transcripts that were shorter than 200 nt in length, containing fewer than 1 exon and fewer than three reads were excluded. Next, using the coding-non-coding index (CNCI) and coding potential calculator (CPC) to evaluate the coding potential of the filtered transcripts. A transcript with a CNCI value lower than 0 and a CPC value lower than −1 was taken to be an lncRNA. The expression levels of mRNAs and lncRNAs were quantified using a TPM algorithm [9].

### Analysis of differentially expressed genes

Three biological replicates were utilized in this experiment. Differentially expressed lncRNAs and mRNAs were identified based on a negative binomial distribution using the Noiseq package [10]. Differentially expressed mRNAs and lncRNAs were filtrated by Cuffdiff software with parameters of p value <0.05 and |log2 (fold change)| ≥1.

### Neighboring genes prediction and functional analysis of differentially expressed lncRNAs

LncRNAs can cis-regulate neighboring genes. For expression pattern analysis, a Pearson correlation coefficient (PCC) was calculated for expression values of each lncRNA and mRNA. The PCCs of expression levels of differentially expressed lncRNAs and mRNAs were calculated. |PCC|>0.8 and p value <0.05 were the threshold according to which co-expressed lncRNA-mRNA were selected. Genes transcribed within a 100-kb window upstream or downstream of lncRNAs were considered cis neighboring gene s if the |PCC| of lncRNA-mRNA >0.9. Gene ontology annotation and Kyoto encyclopedia of genes and genomes (KEGG) [11] pathway enrichment analysis were conducted for those neighboring genes to investigate the biological processes and signaling pathways with which the lncRNAs were principally involved and their functions.

### Quantitative real-time polymerase chain reaction verification

The relative expression levels of selected genes were quantified using real-time RT-PCR analysis same as our previous research. Briefly, total RNA was extracted using Trizol reagent (Invitrogen Corp, USA), accordance with the manufacturer’s instructions. Reverse transcription was performed using oligo (dT) random 6-mers primers provided in the PrimeScript RT Master Mix kit (TaKaRa, Dalian, China). Quantitative PCR was conducted using a SYBR Premix Ex Taq kit (TaKaRa, China) with using a CFX96 real-time PCR detection system (Bio-Rad, Richmond, CA, USA). All measurements included a negative control (no cDNA template) and each RNA sample was analyzed in triplicate. Relative expression levels of the target mRNAs and lncRNAs were calculated using the 2^−ΔΔ^Ct method against the endogenous control glyceraldehyde-3-phosphate dehydrogenase.

### Statistical analysis

All data are presented as means±standard deviations. The significance of comparisons between the IP and PP were calculated using a Student’s t-test. Statistical significance is defined when p values are less than 0.05. Benjamin-corrected modified Fisher’s exact test was used to calculate the p values.

## RESULTS

### Growth curve of the QingYu pig

The growth curve and growth rates of the QingYu pig are displayed in Figure 1. The QingYu pig growth curve fitted well to a typical S-curve. The relative growth intensity of younger pigs was greater than that of older pigs, and decreasing gradually with age. As shown in Table 1 and Figure 1, all fitted lines were closed to the observed experimental values, the models able to be ranked according to their R^2^ values as logistic (0.974). The growth curve suggested that QingYu pigs reached their maximum growth rate at IP (at day 177.96) when the mean body weight was 65.20 kg, then the growth rate gradually declined. Based on the growth curve of QingYu pigs, the longissimus dorsi muscle was harvested at the IP (day 178, IP) and growth plateau (day 395, PP) for phenotypic and transcriptome analysis in order to reveal potential molecular regulation mechanisms of muscle growth and metabolism.

### Phenotypic differences of muscle at the inflection point and plateau phase

Carcass and meat quality is influenced by the age [12,13]. To determine differences at different developmental stages, the carcass and meat quality characteristics of the QingYu pig at IP and PP were compared based on the growth curve of QingYu pigs (Table 2). The dressing percentage, back fat, cooking loss, marbling and intramuscular fat all increased significantly (p<0.05) at the PP. Fat development within muscle is not late maturing, however, marbling and intramuscular fat are known as a late maturing trait. Moreover, the expression of marbling is due to maintained fat synthesis in combination with declining muscle growth as animals get older [14]. Moreover, lean percentage, drip loss and pH decreased significantly (p<0.05). These findings demonstrate that fat deposition was enhanced in later feeding.

Fatty acids are the principal substrate and primary fuel source of lipid metabolism, also closely associated with adipocyte development [15]. Furthermore, fatty acid content is an important factor that affects the flavor of meat. Fatty acids are divided into three types according to the degree of saturation: saturated fatty acids (SFA), monounsaturated fatty acids (MUFA), and polyunsaturated fatty acids (PUFA). Cameron et al. found the longissimus dorsi muscle in Duroc pigs had higher SFA and MUFA content, with lower concentrations of PUFA than in Landrace pigs. However, the fatty acid content and composition in different growth phases is unclear. Therefore, we analyzed the fatty acid content and composition at the IP and PP (Figure 2). Our results indicated that muscles at the PP exhibited significantly greater total fatty acid and MUFA content than at the IP (p<0.001). PUFA concentration at the PP was significantly lower than that of the IP (p<0.05). Oleic acid (C18:1) content was 110.07 mg/g at the IP vs 302.44 mg/g at the PP. In addition, both C18:2 (linoleic acid, 28.23 vs 36.65 mg/g) and C18:3 (linolenic acid, 0.57 vs 0.69 mg/g) content was higher at the PP.

### Comparison of mRNA and lncRNA characteristics

Based on the growth curve of QingYu pigs, the longissimus dorsi muscle was harvested at the IP and PP for transcriptome analysis. To comprehensively understand the molecular regulation mechanisms of muscle growth based on the growth curve of the QingYu pig, total RNA of muscle harvested at the IP and PP was isolated and sequenced using an Illumina sequencing platform. 

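The values analysed here come from 6 RNA-sequencing libraries of longissimus dorsi, the long muscle of the back, with 3 biological replicates from female pigs at the IP and 3 at the PP. The paper places the IP at day 178 and the PP at day 395, while the sample labels give 178 days for the libraries of both phases, so the ages of the paper are used. RNA with a poly(A) tail was selected with oligo(dT) beads, and the methods name TopHat for alignment and Cufflinks for assembly. The methods name an earlier pig genome build, and the results and the submitters' processing notes name Sscrofa11.1. The authors deposited the expression of 12671 loci as TPM, read shares corrected for transcript length and scaled to a fixed total per library. Of these loci, 12244 carry an Ensembl gene identifier, 9764 also carry a gene symbol, and 427 are loci assembled from the reads, with MSTRG identifiers and no class in the table. Each library sums to 998729 to 999437 TPM. TPM keeps no number of reads per locus, so the reads behind each value are not known. A single assembled locus, MSTRG.716, took 25.3%, 21.8% and 31.9% of the TPM in the IP libraries and 35.0%, 29.0% and 35.8% in the PP libraries. The median TPM over all loci was 4.69, 6.12 and 3.03 at the IP and 2.98, 4.52 and 3.18 at the PP. As TPM are shares of a fixed total, a larger share for a few loci lowers the values of all other genes in that library. For the comparison of the phases, values were taken as log2(TPM + 1), and the 10896 loci with a TPM of at least 1 in at least 3 of the 6 libraries were tested with limma, with Benjamini-Hochberg adjustment. Log2 fold changes are IP minus PP on this log2(TPM + 1) scale, which understates the change of genes of low expression. The comparison of the phases, the gene lists and all alternative settings but 1 were chosen before the data were examined.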

The Q30 was not less than 91.78%. After filtering, approximately 89,680,136 of clean reads per library were typically obtained. More than 94% were mapped to the pig reference genome (Sscrofa 11.1), among them, 54.06% to 64.33% had a unique genomic position (Supplementary Table S1). A total of 22,896 transcripts were obtained, including 22,672 that were filtered according to transcriptome assembly and reconstruction. Together, these results suggest that the RNA-sequencing data were credible.

In order to further explore the characteristics of lncRNAs identified in this study, a bioinformatics analysis was performed, from which 2,192 lncRNAs and 61,379 mRNAs were identified. As shown in Supplementary Figure S1, lncRNAs and mRNAs exhibited significant differences in expression level, sequence length and exon number. FPKM values for the transcripts indicated that mRNA expression levels were relatively higher than those of lncRNAs (Supplementary Figure S1A), consistent with previous research results [16]. The majority of lncRNAs possessed one exons, significantly fewer than those of protein-coding genes. Overall, the distribution of lncRNA and mRNA lengths were consistent, and the proportion of relatively long mRNA transcripts higher than those of lncRNAs (Supplementary Figure S1B). Mean lncRNA and mRNA length was 2,217 and 2,329 nt, respectively. mRNA transcripts were much longer than lncRNAs. The length of the majority (53.99%) of lncRNAs was between 200 and 1,000 bp, compared to most (95.30%) mRNAs being between 600 bp and 3,000 bp. A comparison of mRNA and lncRNA characteristics revealed that 83.71% of the lncRNA transcripts contained 1 or 2 exons, and that 89.87% of the mRNA transcripts had ≥3 exons (Supplementary Figure S1C). In addition, the number of exons in lncRNAs in muscle tissue was consistent with the number in other pig tissues.

### Differential expression of genes related to muscle growth and fatty acid composition

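With a mean of at least 1 TPM taken as expressed, DGAT2 and ELOVL6 were expressed at the IP and not at the PP. DGAT2 encodes the enzyme of the last step of triglyceride synthesis and lies on chromosome 9 of Sscrofa11.1 from 10032163 to 10066082. It had 9.77 ± 4.67 TPM at the IP and 0.755 ± 0.0938 TPM at the PP (SD, n = 3 libraries each). ELOVL6, a fatty acid elongase, had 7.37 ± 2.53 TPM at the IP and 0.900 ± 0.239 TPM at the PP. SCD, the desaturase that makes monounsaturated fatty acids, was also in this group. At the PP, the homeobox genes HOXA9 and HOXA10, which specify position along the body axis and are neighbours on chromosome 18, were expressed and at the IP they were not. HOXA9 (45404594 to 45411512) had 2.36 ± 0.250 TPM at the PP and 0.0751 ± 0.0638 TPM at the IP. HOXA10 (45393525 to 45403259) was listed at 0 in the 3 IP libraries and at 4.65, 1.17 and 3.38 TPM in the PP libraries. SPP1, which encodes the secreted protein osteopontin, had 5.59, 1.34 and 20.6 TPM in the PP libraries and 0.609, 0.887 and 0.751 TPM in the IP libraries. HOXA9, HOXA10 and SPP1 were chosen after their values were seen. In all, 850 annotated genes were expressed at the IP only, 141 at the PP only and 9952 in both phases. Most of the genes of a single phase lay close to the threshold in the other one, since 747 of the 850 and 108 of the 141 had a mean of at least 0.5 TPM there. The numbers rest on single libraries, as leaving out IP replicate 2 gave 442 and 324 genes for the IP and the PP.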

A Venn Diagram indicated that a total of 707 mRNAs were expressed specifically at the IP and 597 mRNAs specifically at the PP of the QingYu pig (Figure 3A). A total of 1,260 differential genes, include 62 differentially expressed lncRNAs (48 up-regulated and 14 down-regulated) and 1,198 differentially expressed mRNAs (1,066 up-regulated and 132 down-regulated) were identified (Figure 3B). 

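At an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 16 loci differed between the phases, 11 higher at the IP and 5 higher at the PP. Of the 6 with a gene symbol that were higher at the IP, SCD, FASN, THRSP and DGAT2 belong to fatty acid and triglyceride synthesis, PVALB encodes a calcium-binding protein of fast fibres, and GADL1 encodes a decarboxylase of acidic amino acids. SCD had a log2 fold change of 4.72 (standard error 0.28, adjusted p = 0.0013). FASN, the fatty acid synthase, lies on chromosome 12 of Sscrofa11.1 from 922405 to 937560 and had 33.4 ± 15.5 TPM at the IP and 1.23 ± 0.439 TPM at the PP (SD, n = 3, log2 fold change 3.84, adjusted p = 0.027 from limma). GADL1 had 56.7 ± 21.0 TPM at the IP and 9.78 ± 0.617 TPM at the PP. Higher at the PP were PLIN2, HOXA9, MISFA, RPS21 and RPS25. PLIN2 encodes a coat protein of lipid droplets, lies on chromosome 1 from 203683867 to 203709277, and had 24.1 ± 1.85 TPM at the IP and 96.9 ± 10.8 TPM at the PP (SD, n = 3, adjusted p = 0.027 from limma). RPS21 and RPS25 encode ribosomal proteins, and whether reads shared with other copies of these genes affect their values was not tested, so these are treated as uncertain. The other 5 loci, all higher at the IP, were ENSSSCG00000003746.3, ENSSSCG00000032046.1 and ENSSSCG00000039985.1, which have no symbol, and a pair of assembled loci. Of these, HOXA9, MISFA and the 3 genes with no symbol were named after their values were seen. None of the next genes by the naming rule passed the adjusted threshold. They were led at the IP by ANKRD1, a stress-responsive protein of the sarcomere, with a log2 fold change of 2.29 (adjusted p = 0.338), and at the PP by MYL6, a light chain of non-muscle and smooth muscle myosin (log2 fold change -1.83, adjusted p = 0.278), and PDK4, an inhibitor of pyruvate oxidation (log2 fold change -1.59, adjusted p = 0.482, all from limma). At the thresholds the paper states, a p under 0.05 without adjustment and an absolute log2 fold change of at least 1, 280 loci passed in the limma fit, 244 (87.1%) higher at the IP and 36 higher at the PP. The median log2 fold change of all tested genes was 0.25, and when each library was rescaled by its median ratio to the other libraries it was -0.01 and 113 loci (55.7%) were higher at the IP and 90 at the PP. This scaling centres the fold changes by construction, so the more even share is no test of the excess at the IP. In 1397 (12.8%) of the tested loci the libraries of the phases did not overlap, against 10% by chance, and these include all of the 16. SCD and RPS21 were called in each of the 17 alternatives run and the other 14 loci were not, with 2, 3, 4, 5 and 2 calls without IP replicate 1, IP replicate 2, PP replicate 1, PP replicate 2 and PP replicate 3. Without IP replicate 3 there were 22 calls, 13 of them among the 16. A lost call need not mean a lost difference. Over the alternatives the log2 fold change ran from -2.28 to -1.81 for PLIN2 and from 2.96 to 3.76 for PVALB, but from -3.87 to -0.54 for HOXA9. The ends of the HOXA9 range come from the pseudocounts of 0.1 and 5, as its TPM are low. Its lowest PP value was 2.08 TPM and its highest IP value 0.149 TPM. Without IP replicate 3, IP replicate 2 or PP replicate 2, the thresholds of the paper gave 934, 182 or 483 loci.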

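Taken over the 10896 tested loci, libraries of one phase were about as similar to libraries of the other phase as to each other. The mean Pearson correlation of log2(TPM + 1) was 0.959 within a phase and 0.953 between the phases, and the difference of 0.0062 is smaller than the SD of 0.018 among the pairs within a phase. The closest pair was PP replicates 1 and 3 (r = 0.986). IP replicate 3 was closer to PP replicate 1 (r = 0.977) than to IP replicates 1 and 2 (r = 0.951 and 0.953). PP replicate 2 was about as close to IP replicate 1 (r = 0.965) as to PP replicate 3 (r = 0.967), and less close to PP replicate 1 (r = 0.933). The first principal component held 64.3% of the variance, with scores of 33.4, 55.9 and -35.1 for the IP libraries and -48.9, 23.1 and -28.3 for the PP libraries. It thus set IP replicate 3 among PP libraries and PP replicate 2 among IP libraries, with median-ratio scaling too, where it held 49.6%. For single genes such as SCD, FASN and PLIN2, the values of the phases did not overlap. These are among the called loci, which were picked for their difference between the phases, so this is no separate sign of a split by phase.

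**Figure D1:**
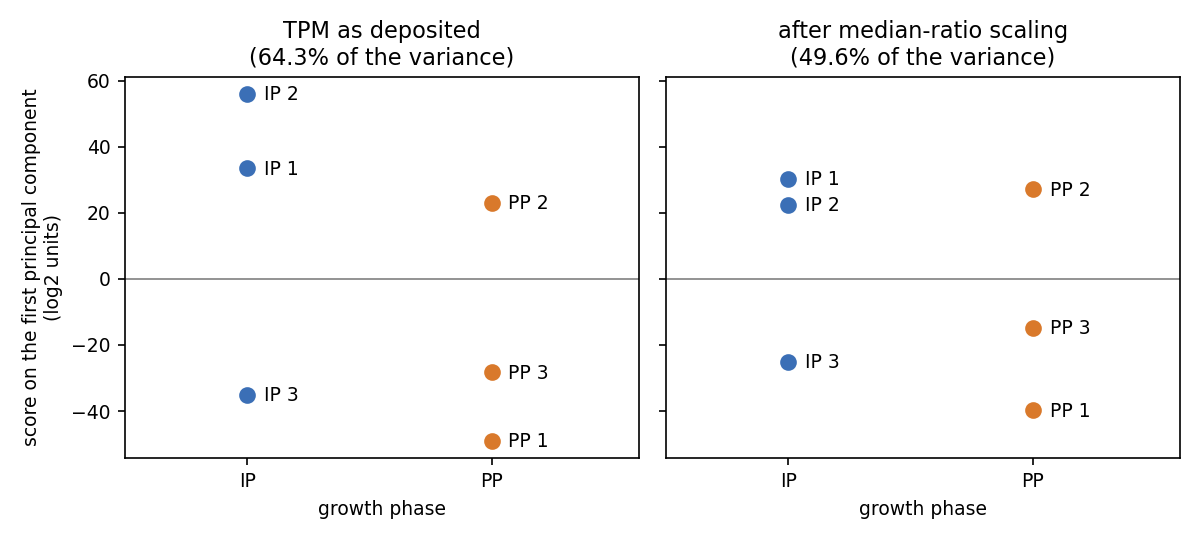
Scores of the 6 libraries on the first principal component of log2(TPM + 1), in log2 units, with the TPM as deposited (left) and after each library was rescaled by its median ratio (right). Each point is a library, with IP in blue and PP in orange, and in both panels IP replicate 3 lies among the PP libraries and PP replicate 2 among the IP libraries.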

Heatmaps of the differentially expressed genes at the IP compared with the PP suggest that they could be distinguished by clustering, reflecting the reliability of biological duplication in this study (Figure 3C).

In order to elucidate the biological functions of differentially expressed mRNAs and reveal the biological differences between muscle tissues at the IP and PP, functional enrichment analysis (including GO and KEGG Pathway analysis) was conducted on the differentially expressed mRNAs. GO enrichment analysis results demonstrated that many of the significantly enriched GO terms were closely associated with muscle growth and development. As shown in Figure 4, in the biological process category, many genes (≥10) were enriched in “muscle structure development”, “muscle cell differentiation”, “muscle system process”, “muscle cell development”, and “muscle tissue development”. 

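Of 17 tested genes of fast-fibre contraction and calcium handling, 1 was higher at the IP at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and 2 were when adjusted over the list alone. They were PVALB, the calcium buffer of fast fibres (log2 fold change 3.47, standard error 0.43, adjusted p = 0.044), and SRL, a calcium-binding protein of the sarcoplasmic reticulum (log2 fold change 1.55, adjusted p = 0.393 over all genes). Of the 17 genes, 15 had a log2 fold change above 0. The contractile genes TNNC2 (-0.08), TNNI2 (-0.35) and TNNT3 (0.17) lay under the median of all tested genes (0.25), and the rest of the list above it. The fast-fibre list lay higher at the IP than the other genes (limma's camera, adjusted p = 0.0040, adjusted p = 0.935 with an estimated correlation). This call was lost without IP replicate 1 (adjusted p = 0.139). Camera with its preset correlation also called 6 to 15 lists when the 6 libraries were split in other ways into 3 and 3. Of 12 slow-fibre genes, none passed the test, either over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.423). The fast-fibre and slow-fibre lists were set with 21 and 19 genes. The myosin heavy chain genes MYH1, MYH2, MYH4 and MYH7 were among those set but not among those tested. MYL2, the light chain of slow myosin, had 2683 ± 1008 TPM at the IP and 4243 ± 1885 TPM at the PP (SD, n = 3), which overlap. Of 25 genes shared by the sarcomere and the Z-disc, none passed the test over all genes or over the list alone and 2 had an unadjusted p under 0.05, ANKRD1 and MYOM2 (log2 fold change 1.32). Of 18 myogenic regulators and developmental myosins, none passed either test and 2 had an unadjusted p under 0.05. These were the transcription factor MEF2C (log2 fold change 1.11, adjusted p = 0.512) and SMYD1, a methyltransferase needed for sarcomere assembly (log2 fold change 1.56, adjusted p = 0.629). The camera test gave an adjusted p of 0.670 for the sarcomere list and 0.128 for the myogenic list. Of 12 genes of the insulin-like growth factor and growth hormone axis, none passed over all genes and 1 did when adjusted over the list alone, IGFBP5, which binds insulin-like growth factors (11.5 ± 5.83 TPM at the IP and 2.53 ± 0.685 TPM at the PP, camera adjusted p = 0.670 for the list). Of 6 satellite cell markers, 1 passed when adjusted over the list alone, the integrin ITGA7 (log2 fold change 1.10), and none over all genes (camera adjusted p = 0.296). Among genes past the thresholds of the paper, the fast-fibre list was enriched (3 of 17 genes, all higher at the IP, one-sided Fisher's exact test, adjusted p = 0.0343), and the slow-fibre, sarcomere and myogenic lists were not (adjusted p = 0.366, 0.252 and 0.154). The 3 fast-fibre genes were PVALB, SRL and CASQ1 (log2 fold change 1.37), all from the calcium-handling part of the list.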

To further analyze the development-specific function of differentially expressed transcripts, a KEGG pathway enrichment analysis of differentially expressed mRNAs at the IP compared with those at the PP was conducted. As shown in Figure 5, many genes were significantly enriched in signaling pathways closely related to muscle growth and lipid metabolism, including “peroxisome proliferator activated receptor (PPAR) signaling pathway”, “AMP-activated protein kinase signaling pathway”, “oxidative phosphorylation”, “fatty acid metabolism”, and “fatty acid biosynthesis”, etc.

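Of 24 tested genes of fatty acid synthesis and desaturation, 3 were higher at the IP at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 7 were when adjusted over the list alone, and none was lower in either test. Beside SCD and FASN these were THRSP, a regulator of lipid synthesis (27.0 ± 8.24 TPM at the IP and 4.47 ± 1.19 TPM at the PP, SD, n = 3), the elongase ELOVL6 (log2 fold change 2.11), ACACA and ACLY, which supply malonyl-CoA and acetyl-CoA (log2 fold changes 1.28 and 1.40), and HSD17B12 (1.29). The list lay higher than the other genes (limma's camera, adjusted p = 3.1e-09, adjusted p = 0.889 with an estimated correlation). Camera calls also arose in other splits of the libraries, so they do not by themselves tie a list to the phases. Of 30 genes of fatty acid oxidation and ketone use, none passed over all genes, and when adjusted over the list alone 3 were higher at the PP and 1 at the IP. Higher at the PP were MLYCD, which degrades malonyl-CoA (log2 fold change -1.17), ETFDH, an electron carrier (-0.86), and SLC25A20, the carnitine carrier (-0.91), and higher at the IP was ACAT1 (0.92). The oxidation list lay lower at the IP than the other genes (camera adjusted p = 1.1e-07, adjusted p = 0.889 with an estimated correlation).

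**Figure D2:**
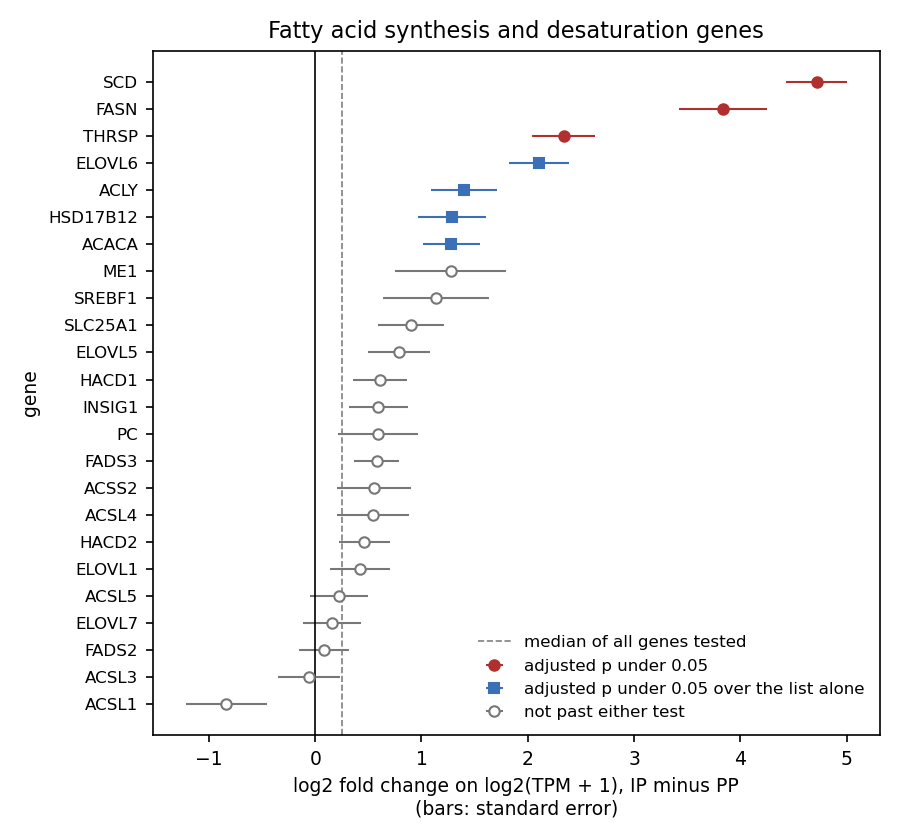
Log2 fold change of the 24 tested genes of fatty acid synthesis and desaturation on the log2(TPM + 1) scale, IP minus PP, with the standard error as bars. Filled circles mark the 3 genes past the adjusted threshold over all genes, squares the other 4 past it over the list alone, open circles the rest, and the dashed line the median of all tested genes at 0.25.

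Of 35 PPAR signalling genes, SCD was higher at the IP and PLIN2 at the PP over all genes, and the list alone added ANGPTL4, an inhibitor of lipoprotein lipase (1.51 ± 0.266 TPM at the IP and 6.60 ± 0.667 TPM at the PP, SD, n = 3). The PPAR list lay lower at the IP than the other genes (camera adjusted p = 0.0012, adjusted p = 0.889 with an estimated correlation), although its median and mean log2 fold changes are above 0 (0.13 and 0.08). This call was lost with median-ratio scaling (adjusted p = 0.0566) and quantile normalization (adjusted p = 0.0509). Of 50 genes of AMPK signalling, SCD and FASN passed over all genes and ACACA also over the list alone, all 3 members of the fatty acid synthesis list too (camera adjusted p = 0.128). Of 60 nuclear-encoded genes of oxidative phosphorylation, none passed in either test and 6 had an unadjusted p under 0.05, all higher at the IP (camera adjusted p = 0.288). The 13 mitochondrially encoded genes had a median log2 fold change of 1.06 and lay higher than the other genes (camera adjusted p = 0.0011, adjusted p = 0.889 with an estimated correlation), none passed over all genes or over the list alone, and 3 had an unadjusted p under 0.05. COX3 had 3241, 3528 and 1012 TPM in the IP libraries and 822, 1395 and 1118 TPM in the PP libraries. IP replicate 3 thus lay within the PP values of COX3. ND3 was higher in each IP library (lowest 204 TPM) than in each PP library (highest 147 TPM). Of 17 genes of triglyceride synthesis and lipolysis, DGAT2 (log2 fold change 2.54) was higher at the IP and PLIN2 at the PP over all genes, and GPD1, which makes glycerol 3-phosphate, was higher at the IP over the list alone (1.17). This list did not move as a group (camera adjusted p = 0.874, and the test lay below 0 while the median was 0.27). Of 8 adipocyte markers, CIDEC (log2 fold change 1.44) was higher at the IP over the list alone and none passed over all genes. Adiponectin (ADIPOQ) had 29.4 ± 3.87 TPM at the IP and 18.8 ± 7.47 TPM at the PP (SD, n = 3). The adipocyte list lay lower at the IP than the other genes (camera adjusted p = 0.0271, adjusted p = 0.889 with an estimated correlation, median log2 fold change -0.42), a call lost in 8 of 17 alternatives, with an adjusted p of 0.765 with median-ratio scaling. Among the genes past the paper's thresholds, one-sided Fisher's exact tests found enrichment of fatty acid synthesis (8 of 24 genes, adjusted p = 2.7e-06), PPAR signalling (7 of 35, 0.000249), triglyceride synthesis (3 of 17, 0.0343) and AMPK signalling (5 of 50, 0.0343), but not of fatty acid oxidation (3 of 30, 0.102) or nuclear-encoded oxidative phosphorylation (0 of 60, 1). The paper states that its differential genes are enriched in pathways tied to muscle growth and lipid metabolism. Apart from its own terms, it states that AMPK signalling is key to myoblast differentiation and fatty acid oxidation and, with a citation, that PPAR signalling is tied to adipocyte differentiation and lipid metabolism.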

### Neighboring genes and functional analysis of differentially expressed lncRNAs

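Of the 382 assembled loci that could be tested, MSTRG.1785 and MSTRG.13494 were higher at the IP at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and no assembled locus was higher at the PP. MSTRG.1785 had 20.4 ± 10.4 TPM at the IP and 1.10 ± 0.421 TPM at the PP (SD, n = 3, log2 fold change 3.26, adjusted p = 0.031 from limma). MSTRG.13494 had 4.49 ± 0.994 TPM at the IP and 0.370 ± 0.233 TPM at the PP (log2 fold change 2.00, adjusted p = 0.044). MSTRG.9258 had the next largest log2 fold change towards the IP, 1.96, without passing the adjusted threshold (adjusted p = 0.138). Towards the PP, among loci whose phases did not overlap, the largest belonged to MSTRG.13361 (log2 fold change -1.61, adjusted p = 0.143) and MSTRG.10678 (-1.28, adjusted p = 0.477). At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 12 assembled loci were higher at the IP and 4 at the PP, and with median-ratio scaling 10 and 8 were. The table gives these loci no lncRNA class and no position, so assembled loci are counted here, and which of them are lncRNAs was not analysed here. The 2 calls became 1 without IP replicate 3 and 0 without any 1 of the other libraries.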

A total of 62 differentially expressed lncRNAs (48 up-regulated and 14 down-regulated) were identified. To investigate the function of lncRNAs, we predicted the potential cis targets of lncRNAs, using 100 kb windows from the lncRNA genes. Fifty six differentially expressed protein-coding genes were found close to 62 differentially-expressed lncRNA genes. GO term enrichment analysis of differentially expressed lncRNA cis-regulated predicted neighboring genes were mainly enriched in ‘lipid metabolic process’, ‘lipid biosynthetic process’, ‘fatty acids biosynthetic process’, ‘muscle growth’, and ‘myoblast differentiation’ (Figure 6). KEGG terms that were closely associated were: ‘mitogen-activated protein kinase (MAPK) signaling pathway’, ‘PPAR signaling pathway’, ‘regulation of lipolysis in adipocytes’, ‘fatty acids biosynthetic process’, and ‘fatty acid metabolism’, etc. (Figure 7). The MAPK and PPAR signaling pathways were key to the regulation of skeletal muscle development, adipocyte differentiation and lipid accumulation.

### Quantitative real-time polymerase chain verification

To validate the reliability of RNA-seq results, differentially expressed genes (four lncRNAs and four mRNAs) were randomly selected for further qRT-PCR verification. qRT-PCR is considered the gold standard for quantitative analysis of gene expression. The results indicated that stearoyl-CoA desaturase (SCD), parvalbumin (PVALB), regulator of calcineurin 1 (RCAN1), activating transcription factor 3 (ATF3), MSTRG.6499, and MSTRG.12897 were highly expressed in IP, while MSTRG.9259, MSTRG.11973 were highly expressed in PP (Figure 8). These data were consistent with the sequencing results, verifying the reliability of the sequencing results.

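SCD and PVALB were higher in every IP library than in every PP library, and RCAN1 and ATF3 were higher in 2 of the 3 IP libraries only. SCD had 43.7 ± 9.45 TPM at the IP and 0.699 ± 0.349 TPM at the PP (SD, n = 3, exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). PVALB, on chromosome 5 of Sscrofa11.1 from 10953559 to 10973300, had 103 ± 60.7 TPM at the IP and 7.79 ± 3.00 TPM at the PP (permutation p = 0.1). RCAN1, an inhibitor of calcineurin on chromosome 13 from 198106256 to 198205727, had 7.86, 283 and 79.8 TPM in the IP libraries and 14.3, 4.39 and 9.59 TPM in the PP libraries. ATF3, a stress-induced transcription factor on chromosome 9 from 130772259 to 130829678, had 12.6, 187 and 70.1 TPM at the IP and 19.4, 5.76 and 14.9 TPM at the PP. For both genes, IP replicate 1 lay within the PP values (permutation p = 0.3 each). Neither passed after adjustment over all genes (adjusted p = 0.712 for RCAN1 and 0.706 for ATF3 from limma). SCD, PVALB, RCAN1 and ATF3 all passed the paper's thresholds, which use no adjustment, in the limma fit. The log2 fold changes of RCAN1 and ATF3 were 2.62 and 2.13 (standard errors 1.11 and 0.89, unadjusted p = 0.047 and 0.044 from limma). Of the 4 assembled loci, MSTRG.6499 and MSTRG.12897 had higher means at the PP and MSTRG.9259 and MSTRG.11973 at the IP. These 4 loci passed the paper's thresholds in the limma fit too (log2 fold changes -1.15, -1.46, 1.86 and 1.47 in this order). MSTRG.6499 had 13.8 ± 7.17 TPM at the IP and 30.1 ± 8.86 TPM at the PP (permutation p = 0.1), and MSTRG.12897 had 133 ± 94.0 and 342 ± 182 TPM (permutation p = 0.2). MSTRG.9259 had 8.12 ± 5.78 TPM at the IP and 1.28 ± 0.742 TPM at the PP, and MSTRG.11973 had 19.8 ± 2.97 and 6.90 ± 2.91 TPM (permutation p = 0.1 each). None of these 4 loci passed the adjusted threshold of limma over all loci (adjusted p = 0.602, 0.634, 0.361 and 0.308 in this order). GAPDH, a common reference gene, had 16132 ± 3300 TPM at the IP and 14668 ± 4879 TPM at the PP (permutation p = 0.8). The sign of its difference turned with median-ratio scaling (log2 fold change 0.17 and -0.16). This is not particular to GAPDH, as the median of all tested genes moved from 0.25 to -0.01 with this scaling, which centres the fold changes by construction.

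**Figure D3:**
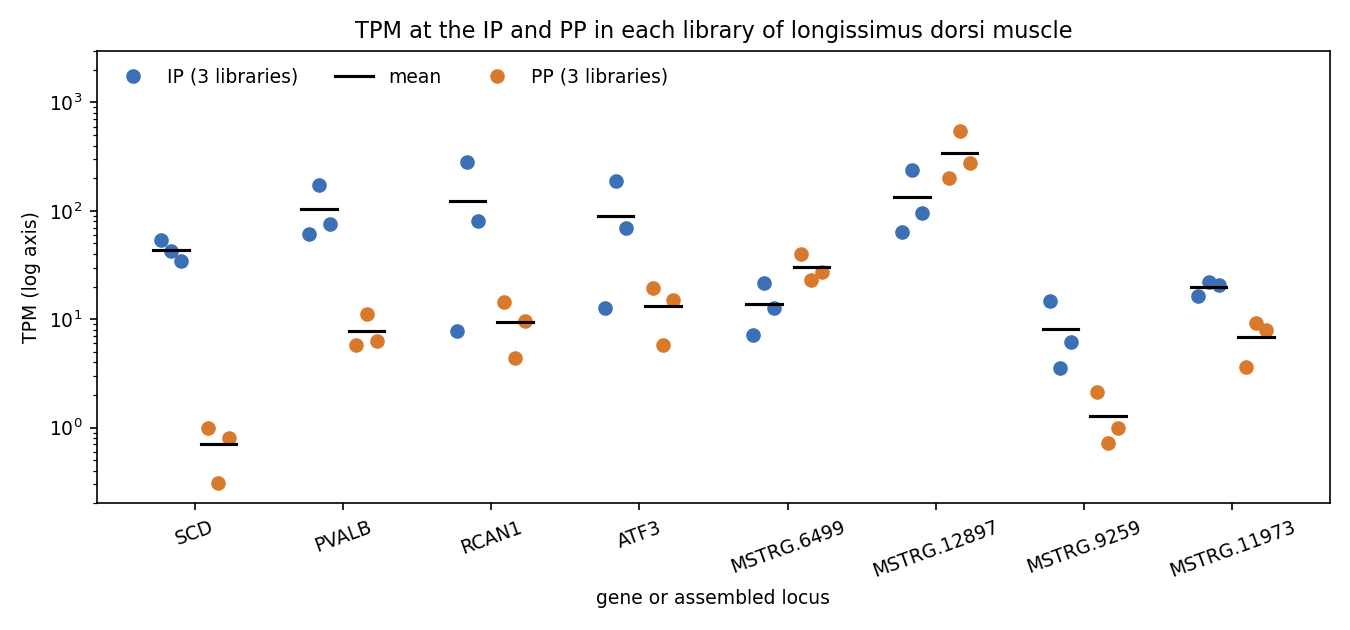
TPM of the 4 genes and 4 assembled loci in each library, on a log axis, with IP in blue, PP in orange and the mean of each phase as a black line. The IP values of SCD lie between 34.6 and 53.5 TPM, above all PP values, while those of RCAN1 and ATF3 reach down into the PP values.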

## DISCUSSION

According to the growth curve, QingYu pigs reached their IP at day 177.96. QingYu pigs reached their growth IP earlier and have heavier body weight than another Chinese native breeds, such as Liangshan pigs, that reach their growth IP at day 193.40 with a mean body weight of 62.5 kg [17]. However, QingYu pigs reached their growth IP later and have a lower body weight than Durocs, reaching a growth IP at 163.6 days at 134.6 kg on average [18]. The maximum daily gain of QingYu pigs at IP was 586.82 g/d, lower than the Large White at 659.08 g/d considerably [19]. However, similar to other reports of native Chinese pigs, the weight at the IP of the Liangshan pig is 62.5 kg with a maximal daily gain of 455.43 g and Chenghua pig is 77.73 kg with a maximal daily gain of 430 g [17]. These results suggest that QingYu pig has a lower growth rate than foreign breeds, related to the lack of long-term artificial selection for growth rate.

The marbling and intramuscular fat are increased significantly at the PP (p<0.05). The marbling and intramuscular fat are known as a late maturing trait and the increased marbling expression is due to the enhanced fat synthesis as animals get older. These findings demonstrate that fat deposition was enhanced in later feeding. Fatty acid composition not only affects the flavor of meat products, but is also closely related to human health. According to previous reports, PUFAs are easier to oxidize and their presence is associated with an off-flavor [20]. Meat with higher PUFA content may have a worse flavor and is hard to store. Oleic acid (C18:1) content was 110.07 mg/g at the IP vs 302.44 mg/g at the PP. Reports have demonstrated that increasing C18:1 concentration pre-accelerates adipocyte differentiation, causing an increase in adipose tissues mass [21]. In addition, both C18:2 (linoleic acid, 28.23 vs 36.65 mg/g) and C18:3 (linolenic acid, 0.57 vs 0.69 mg/g) content was higher at the PP. Linoleic and linolenic acids are essential fatty acids in humans and the substrate for the synthesis of a variety of long-chain PUFAs such as arachidonic acid, docosapentaenoic acid and docosahexaenoic acid [22]. Their derivatives are involved in many pathways of metabolic regulation and structural formation, playing a crucial role in the growth and development of the brain [23]. These results suggest that the QingYu pig had superior muscle fatty acid composition at the PP.

Many differentially expressed genes were significantly enriched in signaling pathways closely related to muscle growth and lipid metabolism, including “muscle structure development”, “muscle cell differentiation”, “muscle cell development” and “PPAR signaling pathway”, “AMPK signaling pathway”, “oxidative phosphorylation”, “fatty acid metabolism” and “fatty acid biosynthesis”, etc. The AMPK signaling pathway, an important signaling system that mediates the response of cells to external stimuli, was key to regulating myoblast differentiation and fatty acid oxidation. The PPAR signaling pathway is associated with adipocyte differentiation and lipid metabolism [24]. In addition, MUFA synthesis increased with weight gain and muscle development. SCD1 is a key enzyme that converts SFAs to MUFAs and related to the biosynthesis of C18:1 and C16:1. Other important fatty acid desaturases, such as SCD2, fatty acid desaturase (FADS), were also implicated. 

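SCD, which inserts the double bond of oleic and palmitoleic acid, lies on chromosome 14 of Sscrofa11.1 from 111461560 to 111478033 and was higher in each IP library (34.6 to 53.5 TPM) than in each PP library (0.309 to 0.983 TPM). The mean at the IP was 62.5 times that at the PP. FADS1 and FADS2, the desaturases of polyunsaturated fatty acids, are neighbours on chromosome 2, FADS1 from 9735425 to 9747405 and FADS2 from 9633941 to 9666666. FADS1 was low in both phases, with 1.29 ± 0.489 TPM at the IP and 0.660 ± 0.248 TPM at the PP (SD, n = 3), and its lowest IP value of 0.996 lay just above its highest PP value of 0.946 (exact permutation test, two-sided p = 0.1). It did not reach the minimum TPM for the limma test. FADS2 did not differ by more than the spread between replicates, with 2.71 ± 0.603 TPM at the IP and 2.47 ± 0.121 TPM at the PP (log2 fold change 0.08, exact permutation p = 0.6). With median-ratio scaling the sign of its log2 fold change turned (-0.16). The median of all tested genes moved along, from 0.25 to -0.01, as this scaling centres the fold changes by construction. Of the 11 genes and loci compared by permutation, 6 reached the smallest permutation p that 3 libraries against 3 allow, SCD and FADS1 among them.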

In this study, the expression of SCD1, FADS1, and FADS2 was higher at the PP. SCD1 exhibited the biggest difference between the IP and PP. As Wang et al [25] found that genes involved in fatty acid conversion catalyzed the conversion of SFA to MUFA. However, we found SFAs were little changed between the IP and PP in QingYu pigs, whilst MUFAs increased. This finding suggests that gene expression and the biological process of fatty acid composition and metabolism in muscle may involve in other metabolic pathways.

In this research, we further predicted the potential cis targets of lncRNAs. Fifty-six differentially expressed protein-coding genes were found close to 62 differentially-expressed lncRNA genes. GO and KEGG analysis found that differentially expressed lncRNA cis-regulated predicted neighboring genes were mainly enriched in fat metabolism and muscle growth related pathways, such as ‘lipid metabolic process’, ‘muscle growth’, ‘MAPK signaling pathway’ and ‘PPAR signaling pathway’, etc. Among them, the MAPK and PPAR signaling pathways were key to the regulation of skeletal muscle development, adipocyte differentiation and lipid accumulation. Emerging research has demonstrated that lncRNAs participate in the development of skeletal muscle and fat deposition and metabolism in livestock and thousands of lncRNAs have been identified. For example, 55 lncRNAs that were expressed differentially in high intramuscular fat liver compared with low intramuscular fat liver in pigs [26]. Linc-RAM enhances myogenic differentiation by interacting with MyoD, reveal the functional role of a Linc-RAM as a regulatory lncRNA required for tissues-specific chromatin remodeling and gene expression [27]. Linc-YY1 promotes myogenic differentiation and muscle regeneration through an interaction with the transcription factor YY1 [28]. Additionally, several lncRNAs and protein coding genes associated with muscle development were screened in sheep using RNA-sequencing. All studies described above indicated that lncRNAs play an important role in muscle growth, fat deposition and regulation of lipid metabolism at the IP and PP.

## CONCLUSION

In this study, we fitted the growth curve and evaluated the growth rate of QingYu pigs. The pigs reached IP at day 177.96. Marbling, intramuscular fat and presence of MUFA increased significantly at PP. The longissimus dorsi muscle was selected for transcriptome analysis at IP and PP. RNA-seq technology and bioinformatics analysis were utilized to identify differentially expressed lncRNAs and mRNAs of muscle tissue between the IP and PP to explore the molecular mechanisms of phenotypic differentiation. Results suggest that some of the protein-coding genes that they identified as differentially expressed are involved in processes and pathways related to muscle development, fatty acid synthesis and metabolism. This study provides a useful reference for better understanding the molecular mechanisms of animal growth and lipid metabolism based on a growth curve.

## Supplementary Information

## Figures and Tables

**Figure 1:**
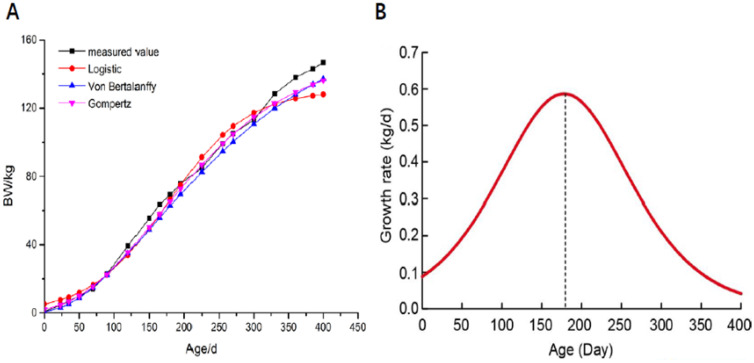
The fitting growth curve of QingYu pig. (A) Growth curve of QingYu pig, four curves include one measured value and three curves fitted by three different models (Logistic, Gompertz and Von Bertalanffy). (B) Growth rates of QingYu pig.

**Figure 2:**
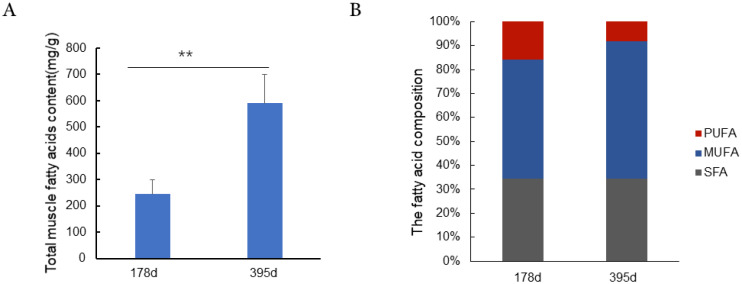
The fatty acid composition of QingYu pig at IP and PP, 5 pigs were used for the analysis. (A) Total muscle fatty acids content (mg/g). (B) Fatty acid composition. IP, the growth inflection point (day 178); PP, the plateau phase (day 395); PUFA, polyunsaturated fatty acid; MUFA, monounsaturated fatty acid; SFA, saturated fatty acid. ** p<0.01.

**Figure 3:**
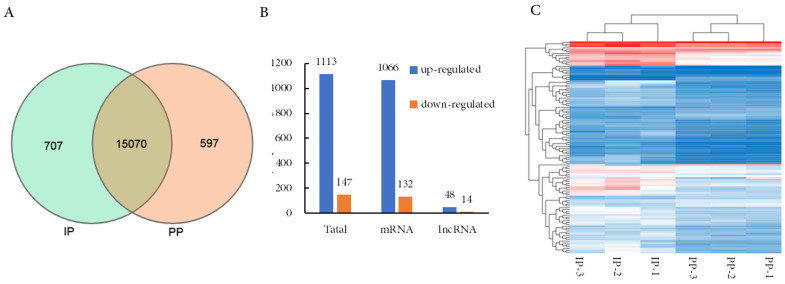
The expression levels of mRNA between IP and PP. (A) The Ven diagram of mRNAs that identified in two development phases. (B) The number of differentially expressed mRNA between IP and PP. (C) The hierarchical cluster analysis for the differentially expressed mRNA. IP, the growth inflection point (day 178); PP, the plateau phase (day 395).

**Figure 4:**
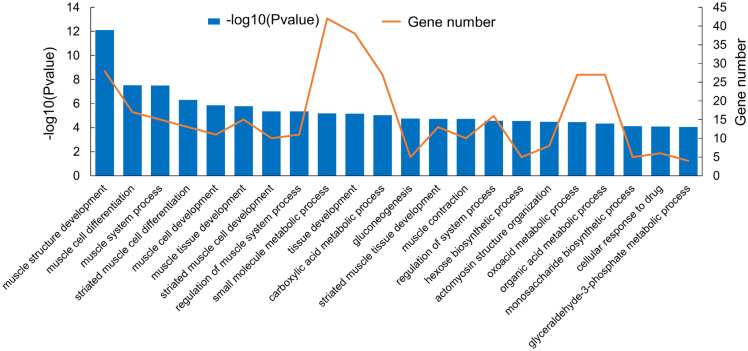
The functional enrichment analysis of differentially expressed mRNA in different gene ontology terms.

**Figure 5:**
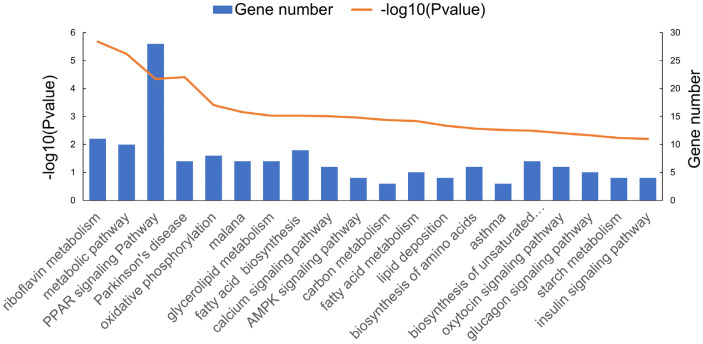
The functional enrichment analysis of differentially expressed mRNA in different Kyoto encyclopedia of genes and genomes pathway.

**Figure 6:**
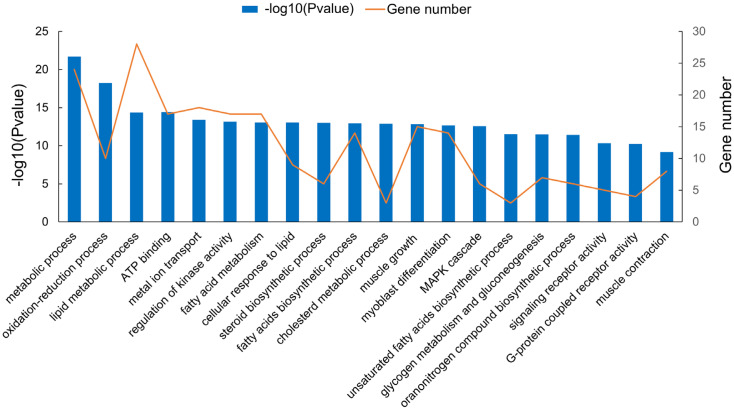
The functional enrichment analysis of cis-target genes by differentially expressed long non-coding RNAs. in different gene ontology terms.

**Figure 7:**
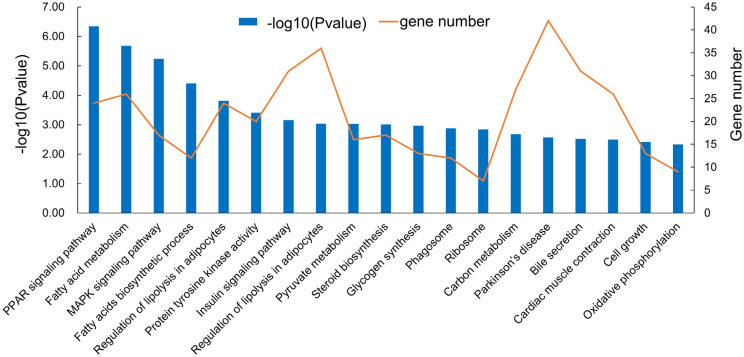
The functional enrichment analysis of cis-target genes by differentially expressed long non-coding RNAs in different Kyoto encyclopedia of genes and genomes pathway.

**Figure 8:**
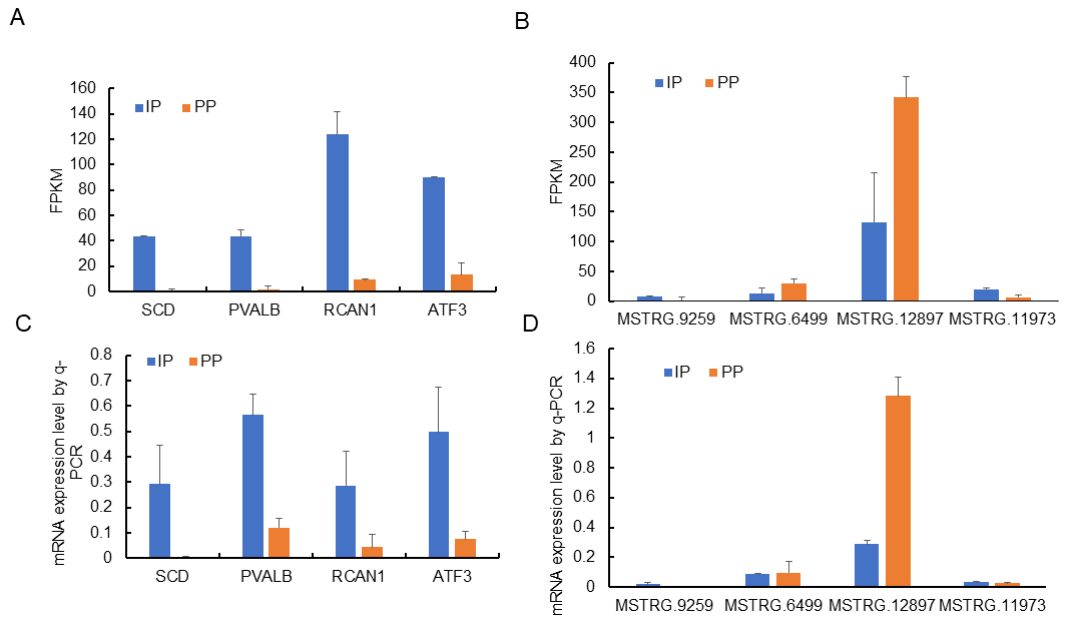
qRT-PCR validation of the differentially expressed genes. The differential expression of genes in muscle between IP and PP was validated by qRT-PCR, reference genes was glyceraldehyde-3-phosphate dehydrogenase. qRT-PCR, quantitative real-time polymerase chain reaction; IP, the growth inflection point (day 178); PP, the plateau phase (day 395).

**Table 1:** The estimated value of growth curve and fitting degree of different models

Models	k	a	b	R^2^	GTPD (d)	GTPW (kg)	TPGR (g)
Logistic	135.63	22.075	0.017	0.999	182.03	67.72	576.4
Von Bertalanffy	198.903	0.826	0.005	0.998	181.49	58.93	442
Gompertz	165.829	4.141	0.008	0.996	185.6	61.01	488.08

k, the inherent relative growth rate at the start; a, the maximum size; b, the growth curve line constant; R^2^, the goodness-of-fit; GTPD, growth turning point day; GTPW, growth turning point weight; TPGR, the biggest growth rate.

**Table 2:** Carcass, meat quality characteristics of QingYu pig at the inflection point (IP) and plateau phase (PP)

Age/d	IP	PP	p-value
Slaughter weight (kg)	66.98±6.6	145.9±9.5	<0.001
Carcass weight (kg)	44.64±3.99	112.97±8.55	<0.001
Dressing percentage (%)	66.86±5.03	77.73±1.92	<0.05
Back fat (mm)	33.28±5.4	52.29±9.03	<0.05
Eye muscle (cm^2^)	17.84±3.67	19.46±5.26	>0.05
Lean percentage (%)	43.32±2.94	35.54±2.00	<0.05
Leg hip ratio (%)	25.64±0.76	25.73±2.02	>0.05
Marbling	2.63±0.41	2.75±0.28	<0.05
Drip loss (%)	1.90±0.50	1.75±0.28	<0.05
Cooking loss (%)	66.03±2.29	70.48±1.49	<0.05
pH	6.80±0.31	6.37±0.32	<0.05
Muscle color	43.65±3.25	44.43±1.30	>0.05
Shear force	6.05±2.67	6.07±1.47	>0.05
Intramuscular fat	2.48±0.30	6.52±2.77	<0.01

The significance of comparisons between the inflection point (IP) and plateau phase (PP) were calculated using a Student’s t-test.

p<0.05 was considered statistically significant, p<0.001 was considered statistically extremely significant, p>0.05 was considered statistically no significant.

How the deposited data were processed for this re-analysis (not part of the article)

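RNA of longissimus dorsi muscle was sequenced by the authors from 3 QingYu pigs at the IP and 3 at the PP, given as biological replicates. The authors discarded reads of low quality or with adapter, aligned the rest with TopHat, assembled transcripts with Cufflinks and deposited gene expression as TPM, with 1 column per library and no pooling. The submitters' processing notes name TopHat and Sscrofa11.1. For assembled transcripts, the methods state filters on length, exons, reads and coding potential. Whether annotated loci were filtered too is not stated in the methods. The table also lists 30285 transcripts, 528 of them of assembled loci, and 9 loci are at 0 in all libraries. All columns matched a library by name. The paper's text gives a typical number of clean reads per library and mapping rates, but TPM hold no number of reads per locus, so no interval for counting error was computed. Precision is therefore given by the spread between the 3 libraries of a phase.

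From the deposited TPM, log2 values were computed with a pseudocount of 1. Loci with a TPM of at least 1 in at least 3 of the 6 libraries were fitted with limma 3.58.1 in R 4.3.3 (moderated by eBayes with a trend on mean expression, 2-sided, no block), with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of the paper, an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, were also put on this fit. The paper's own tools were not used here. The steps were tested on simulated data. With 200 of 10896 genes changed 2-fold, 0% of them were recovered at an adjusted p under 0.05, with 200 changed 8-fold, 90.5% were recovered beside 8 false calls, and with none changed there were 0 calls. A count of few calls therefore says little about changes of about 2-fold. The simulated values varied independently between genes, unlike those of the real libraries, whose first principal component held 64.3% of the variance. These runs therefore do not show how many false calls such shared structure can give. In the real data, IP replicates 1 and 2 with PP replicate 2 against the rest gave 4239 calls.

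A total of 34 gene lists were set, of which 30 had at least 5 tested members. Lists of muscle function covered fast-fibre, slow-fibre, shared sarcomere and myogenic genes, the insulin-like growth factor axis, atrophy and the cell cycle. Lists of metabolism covered fatty acid synthesis, triglyceride synthesis, PPAR and AMPK signalling, fatty acid oxidation, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, the citrate cycle, glycolysis and cholesterol synthesis. Lists of responses and structure covered immediate-early genes, the MAPK cascade, heat shock, the unfolded protein response, the circadian clock, collagens and ribosomal proteins. Cell type lists held markers of adipocytes, endothelium, fibroblasts, smooth muscle, macrophages, lymphocytes, neutrophils and mast cells, Schwann cells, red blood cells and satellite cells. Each was tested with limma's camera with a preset correlation of 0.01, which compares a list with the other genes, and again with an estimated correlation, and with fry, which tests a list against no change. Genes past the paper's thresholds were tested for enrichment in each list with one-sided Fisher's exact tests, as the terms the paper used are not used here. Genes and loci whose expression the paper reports, and GAPDH, were compared with exact permutation tests (Python 3.11.15, scipy 1.17.1). With 3 libraries against 3 these cannot go below a p of 0.1.

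The genes named in the text were set by a rule, which takes SCD, PVALB, RCAN1, ATF3, FADS1, FADS2, GAPDH and the 4 assembled loci that the paper names, the 12 genes with a symbol and the largest log2 fold change in each direction among genes past the adjusted threshold with a mean of at least 5 TPM and no overlap of the phases, filled by unadjusted p where fewer passed, the 4 members of each list with the smallest p, and the 3 assembled loci with the largest change in each direction. ELOVL6, HSD17B12, PSAT1, ATF5 and other genes named for passing over their list alone are members of these lists. Some genes that the rule selects are not reported here. Gene symbols are those of the table, and 9174 of the 9764 symbols were also found in the RefSeq annotation of Sscrofa11.1, from which the coordinates come. The alternatives were other pseudocounts, other filters on low values, median-ratio scaling, quantile normalization, mitochondrially encoded genes left out, other variance models, the replicate number as a block, and each library left out in turn. A further alternative, the 3 most abundant loci left out, was chosen after seeing the data. The prediction of targets near lncRNAs, the growth curve, the carcass traits and the fatty acid contents were not analysed here, as the table holds no positions and no such measurements.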

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

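Both tests of the HOXA genes in this part were set before their results were seen, although the pattern was noticed in the data. The 5 genes called higher at the PP by limma with Benjamini-Hochberg adjustment stand out because the paper does not discuss any of them. RPS21 had 0.511, 1.18 and 1.75 TPM in the IP libraries and 2810, 1199 and 2257 TPM in the PP libraries (log2 fold change -9.88, adjusted p = 6.7e-05, with 2.7e-05 to 0.00764 over the alternatives). RPS25 had 105, 147 and 158 TPM at the IP and 1971, 822 and 1475 TPM at the PP (log2 fold change -3.30, adjusted p = 0.027). The other 43 tested genes of cytosolic ribosomal proteins had a median log2 fold change of 0.01, between -0.33 and 0.68. PLIN2 had a log2 fold change of -1.96, and its adjusted p ran from 0.0102 to 0.260 over the alternatives. MISFA was listed at 0 in the 3 IP libraries and at 2.77, 2.30 and 2.99 TPM in the PP libraries, and its fitted log2 fold change of -1.88 depends on the pseudocount.

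HOXA9 (log2 fold change -1.64, adjusted p = 0.031 from limma) and HOXA10 (adjusted p = 0.156, not called) were near 0 in all IP libraries and detected in all PP libraries. Had their reads been assigned to another HOXA gene at the IP, that gene would have gained TPM there. The bound set was the 5.35 TPM that both lost together. It is a rough bound, as TPM are corrected for transcript length and moved reads need not carry the same TPM. HOXA7, the 1 other HOXA gene tested, changed by -1.15 TPM, which argues against an assignment to HOXA7. Assembled loci and loci without a symbol were not examined, so an assignment of the reads to such a locus stays open. Muscle taken at another position along the body axis would lower other posterior HOX genes too. The 3 other tested genes of paralog groups 9 and 10 (HOXC9, HOXC10 and HOXD9) had a median log2 fold change of -0.41, between the bounds set for a shared and for an absent shift, so the sampled position cannot be told apart from the other explanations on so few genes. The age of the pigs stays open as an untested explanation.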

How the results depend on the processing

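The setting without the 3 most abundant loci was chosen after seeing the data, and all other alternatives were planned. Where a value moved and no reason is given, the cause was not tested. The 16 calls of limma at an adjusted p under 0.05 became 4 with a pseudocount of 5, 6 with a mean of at least 5 TPM, and 2 to 22 when 1 library was left out. The 280 loci past the thresholds of the paper became 429 with a pseudocount of 0.1, 108 with a pseudocount of 5, 177 with a mean of at least 5 TPM, and 182 (without IP replicate 2) to 934 (without IP replicate 3). The 2 calls among assembled loci became 0 with a pseudocount of 5, 0 with a mean of at least 5 TPM, which leaves fewer loci to test, 1 with median-ratio scaling and with quantile normalization, and 0 to 1 when 1 library was left out. The 13 lists called by camera became 0 with an estimated correlation. Tested against no change rather than against the other genes, with fry, 0 lists moved in a shared direction and 8 changed in either direction. The 10 lists enriched by Fisher's exact test became 6 with a pseudocount of 0.1, 5 with a pseudocount of 5, 5 with a mean of at least 5 TPM, 6 with median-ratio scaling, 6 without the 3 most abundant loci, and 5 to 11 when 1 library was left out. Of the genes expressed in a single phase, the 850 of the IP became 31, 58 and 498 when a mean above 0, of at least 0.1 or of at least 0.5 TPM was taken as expressed, 490 when all 3 libraries had to reach 1 TPM, and 442 to 1255 when 1 library was left out. The 141 of the PP became 25, 31, and 314 with a mean above 0, with at least 0.1 TPM and with all 3 libraries at 1 TPM, and 117 to 324 when 1 library was left out. The log2 fold change of FADS2 turned to -0.16 with median-ratio scaling, -0.17 with quantile normalization and -0.063 without the 3 most abundant loci, and ran from -0.0017 to 0.22 when 1 library was left out. That of GAPDH turned to -0.16 with median-ratio scaling and -0.012 without the 3 most abundant loci, and ran from -0.053 to 0.42 when 1 library was left out. That of HOXC9, -0.05 with all libraries, ran from -0.15 to 0.063 when 1 library was left out. None of these 3 genes was called in any setting.

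With the replicate number as a block, 3 genes were called by limma and 0 assembled loci. The numbers do not pair the pigs, as each pig was slaughtered in a single phase. Deviations of libraries with the same number had correlations of -0.53, 0.20 and 0.22. IP replicate 1 correlated best with PP replicate 2 (0.52) and IP replicate 3 with PP replicate 1 (0.64). With 3 libraries per phase, these correlations cannot show whether libraries of the same number share anything else. TPM hold no number of reads per locus, so the limits that depth sets on low values such as those of FADS1 were not computed.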

Differences from the paper's values

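No test in this part was chosen after seeing the results. At the thresholds the paper states, put here on a limma fit in place of the paper's tools, 280 loci passed, while the paper reports 1260. Taking annotated genes as mRNAs, 264 passed (the paper reports 1198), 232 of them higher at the IP (1066 in the paper) and 32 lower (132 in the paper). Taking assembled loci as lncRNAs, 16 passed (62 in the paper), 12 higher at the IP (48 in the paper) and 4 lower (14 in the paper). The starting sets differ too. The deposited table holds 12244 annotated and 427 assembled loci, 382 of the latter tested, and the paper identified more mRNAs and more lncRNAs than that. How much of the gaps comes from these unlike sets was not tested. Of the alternatives set before the data were examined, the one without IP replicate 3 gave 934 loci, 905 annotated genes and 875 higher at the IP, each within 1.5 times the paper's number. No alternative came within 1.5 times of the paper's number of lower mRNAs or of any of its numbers of lncRNAs. Of genes expressed at the PP only, 141 were found against 597 in the paper, whose text states no threshold for expression. No alternative came within 1.5 times of that number. This count too rests on the deposited table, where 12315 of 12671 loci were above 0 in all libraries. PVALB had a mean of 7.79 TPM at the PP against about 2 in Fig. 8A, read by eye, a value that has no alternative setting. Its mean at the IP was 103 TPM against about 43 in Fig. 8A, read by eye, which is less than the SD of 60.7 TPM apart and so does not count as a difference by the rule used. The other 13 means read from Fig. 8 match those found here to within reading by eye. That figure labels its axis FPKM, while the values analysed here are TPM. Its error bars for RCAN1 and ATF3 at the IP are far shorter than the SD of the 3 libraries here (143 and 89.0 TPM).

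The paper's text places MSTRG.6499 and MSTRG.12897 higher at the IP and MSTRG.9259 and MSTRG.11973 higher at the PP. Here the means run the other way, with 13.8 and 133 TPM at the IP against 30.1 and 342 TPM at the PP for the former, and 8.12 and 19.8 TPM against 1.28 and 6.90 TPM for the latter. The bars of Fig. 8B run as they do here. The discussion of the paper places SCD, FADS1 and FADS2 higher at the PP. Here SCD was higher at the IP (43.7 against 0.699 TPM). FADS1 had a higher mean at the IP (1.29 against 0.660 TPM), but it was low in both phases and was not tested with limma. Its lowest IP value of 0.996 TPM lay just above its highest PP value of 0.946 TPM. FADS2 (2.71 against 2.47 TPM) was not separated from the spread. The results section and Fig. 8 of the paper also place SCD higher at the IP.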

Other observations

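In this part, the test of abundant loci on the share of IP calls and that of exchanged labels on the first principal component were chosen only after the result was seen, and the bound of the last was made symmetric after its counts were known. Of 34 tested genes of glycolysis, gluconeogenesis and glycogen, none passed over all genes with limma (Benjamini-Hochberg) and 13 had an unadjusted p under 0.05. Among those that passed over the list alone was TPI1 (1778 ± 252 TPM at the IP and 737 ± 87.2 TPM at the PP, SD, n = 3). The list lay higher at the IP than the other genes (camera adjusted p = 0.000104, adjusted p = 0.889 with an estimated correlation) and was enriched past the paper's thresholds (8 of 34 genes, 7 of them higher at the IP, one-sided Fisher's exact test, adjusted p = 2.6e-05). All 25 genes of the citrate cycle had a log2 fold change above 0, with a median of 0.51 against 0.25 for all tested genes. None of them passed over all genes or over the list alone, and 9 had an unadjusted p under 0.05 (camera adjusted p = 1.2e-06, adjusted p = 0.889 with an estimated correlation). Of 19 genes of cholesterol synthesis, LSS and FDPS were among those higher at the IP over the list alone (log2 fold changes 1.16 and 1.09), and none passed over all genes (camera adjusted p = 0.000316, adjusted p = 0.889 with an estimated correlation). Of 18 genes of the unfolded protein and integrated stress response, XBP1, ASNS, PSAT1 and ATF5 were higher over the list alone (0.94, 1.28, 0.84 and 1.26), and none over all genes (camera adjusted p = 0.000211, adjusted p = 0.889 with an estimated correlation). Of 27 heat shock and chaperone genes none passed in either test and 5 had an unadjusted p under 0.05 (camera adjusted p = 0.0174, adjusted p = 0.935 with an estimated correlation), and this call was lost in 4 of 17 alternatives (adjusted p = 0.141 with a mean of at least 5 TPM, 0.211, 0.110 and 0.592 without IP replicate 2, IP replicate 3 and PP replicate 2).

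Of 33 genes of collagens and the extracellular matrix, none passed in either test, and 8 were higher and 1 lower at the IP at an unadjusted p under 0.05. COL1A1 had 20.0 ± 10.7 TPM at the IP and 5.90 ± 0.610 TPM at the PP (SD, n = 3, camera adjusted p = 0.128 for the list, Fisher's adjusted p = 0.0343). Of 45 ribosomal protein genes, RPS21 and RPS25 were lower at the IP in both tests (camera adjusted p = 3.0e-07, adjusted p = 0.889 with an estimated correlation, and 0.0692 without IP replicate 2), while the median of the list is 0.00 and its mean -0.28. Of 41 genes of the MAPK cascade, MAP2K6 passed over the list alone (log2 fold change 1.88) and none over all genes (camera adjusted p = 0.159). No gene passed in either test among 31 immediate-early genes (camera adjusted p = 0.0809, with the test below and the median above 0), 15 circadian clock genes (0.756), 27 genes of atrophy and proteolysis (0.128) and 8 cell cycle genes (0.696, with the test below and the median above 0), and 4, 2, 3 and 0 of them had an unadjusted p under 0.05. Of 12 macrophage and monocyte markers, none passed in either test, 1 had an unadjusted p under 0.05, and the list lay lower at the IP than the other genes (camera adjusted p = 0.0012, adjusted p = 0.889 with an estimated correlation). Without IP replicate 1 and PP replicate 1 its adjusted p was 0.0816 and 0.205. Among 12 smooth muscle and pericyte markers CNN1 passed over the list alone (log2 fold change 1.20, camera adjusted p = 0.138). None of 12 endothelial (0.266) and 11 fibroblast markers (0.670) passed in either test, and 0 and 1 had an unadjusted p under 0.05. The lists of lymphocytes, of neutrophils and mast cells, of Schwann cells and of red blood cells had fewer than 5 tested members and were not tested. Assembled loci above 0 had a higher median log2(TPM + 1) than annotated genes in 5 of 6 libraries, by a median of 0.28 (-0.07 to 0.69, exact two-sided sign test, p = 0.219), and among loci with at least 1 TPM in the library in 4 of 6, by a median of 0.19 (-0.31 to 0.66, p = 0.688).

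More loci past the paper's thresholds were higher at the IP (244) than at the PP (36). The 3 most abundant loci took 33.7%, 32.1% and 44.7% of the TPM in the IP libraries and 47.9%, 38.4% and 46.8% in the PP libraries, and without them the share of loci higher at the IP fell from 87.1% to 71.1%, between the bounds set for a few abundant loci as the cause of the excess and for no effect of them, so this explanation stays open. By transcript length, the share was 78.2%, 91.3% and 95.5% among the genes with the shortest, middle and longest transcripts. The shortest and the longest both lay above the bound of 75% set for no effect of length. This argues against length as the sole cause of the excess, but the share rose with length, so a part of length in it stays open. TPM hold no absolute amounts of RNA, so a general rise at the IP stays open.

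On the first principal component the IP and PP scores overlap, and a part of growth phase in it was not tested. Its share of the variance was 49.6% after median-ratio scaling and 45.1% after a smooth trend on transcript length was removed (94.3% of the tested genes with a symbol had a length), both between the bounds set for these explanations, so neither can be told apart from the rest, although IP replicate 3 stayed on the side of PP replicates 1 and 3 and PP replicate 2 on that of IP replicates 1 and 2 after each of these steps (scores of -13.0 and 15.8 after the length trend was removed). An exchange of the labels of IP replicate 3 and PP replicate 2 stays open as well, since 31 loci differed at least 4-fold between every IP and every PP library as labelled and 28 did with these labels exchanged, against 2 to 8 in the other 8 splits, while SCD and PVALB were higher at the IP in the paper's qRT-PCR too, which does not settle it. The pair of birth batches that the paper describes is not given for the libraries and was not tested.

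The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. Of them, 2 gave at least as many calls as the real split at an adjusted p under 0.05 (real 16, highest other 4239), 2 at the paper's thresholds (280 and 1655) and 2 among assembled loci (2 and 237). The higher counts all came from IP replicates 1 and 2 with PP replicate 2 against the rest. This is a structure of the samples that the phases as labelled do not follow. The same split parts the libraries by median TPM. It was 4.69, 6.12 and 4.52 for IP replicates 1 and 2 and PP replicate 2, and 3.03, 2.98 and 3.18 for IP replicate 3 and PP replicates 1 and 3. Whether a difference in library scale, an exchange of the labels of IP replicate 3 and PP replicate 2, or a batch lies behind it cannot be told here. The splits were not run again after scaling. For lists called by camera, 3 splits gave as many (13 and 15), and for lists enriched by Fisher's exact test 1 did, the real one (10 and 2).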
